A study of Mus musculus with 4 samples. Its data were reported in "NAP1L2 drives mesenchymal stem cell senescence and suppresses osteogenic differentiation" (2022).

How the data were processed

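Acetylation of histone H3 at lysine 14 (H3K14ac) was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in C3H10T1/2 cells, an established mouse mesenchymal stem cell line derived from C3H embryos. The 4 samples formed 4 groups of 1 sample each: H3K14ac ChIP and input DNA from cells that received a non-target control, and H3K14ac ChIP and input DNA from cells infected with lentivirus carrying an shRNA against Nap1l2. The titles call the control cells wild type, whereas the treatment label calls them non-target control, and the second name is used here. Per the labels, chromatin was sonicated, the libraries were made with a transposase kit, and sequencing was done on an Illumina HiSeq X.

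The authors deposited 1 peak list for each ChIP library, and 2 lists were analysed. The names of the files state that read pairs were turned into single-end tags, that duplicates were removed, that each ChIP was called against the input of the same cells with a p-value limit of 0.01 and an upper limit on the number of entries that neither list reached, and that the list was then filtered. Whether both mates of a pair were counted is not stated. The control ChIP library carries a library number of another series than the other 3 libraries in these names, so that a batch, if there was one, and the group cannot be told apart. The peak caller, the aligner, the genome build and the nature of the filter are not stated; 49 of the entry numbers up to 10444 were missing from the control list and 48 of those up to 18486 from the knockdown list. The columns follow the layout that MACS2 writes. In the deposited lists the fold enrichment is a ratio of ChIP pileup to local input background at the summit. The deposited −log10 columns hold the p-value and the q-value of that summit, and the deposited score is 10 times the −log10 p without its decimals. Other deposited columns hold the position, the entry name and the distance of the summit from the start. The positions are the authors' own, counted from 0 in the files and given here from 1. Peaks were called on single libraries, not on pooled samples, so a peak is present or absent according to the limit and depth of its own library.

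The depth was not stated, but it could be recovered from the values. MACS2 computes the p-value as the Poisson probability of more tags than the whole part of the scaled ChIP pileup, given the local background, and the fold enrichment as that pileup plus 1 over the background plus 1. These equations were solved for a whole number of ChIP tags and a background in each entry. All entries of both lists (100%) were solved, each with 1 solution apart from 1 knockdown entry with more than 1. With the ChIP scale set 3% lower, 0.0096% of the control entries and 0.011% of the knockdown entries were solved. The recovered local backgrounds that exceeded the genome-wide background were all (100%) whole numbers or whole multiples of the tag weight in a window of 10 kb for a fragment length of 165 bp in both lists, against 85.0% and 88.5% for the next best length. The genome-wide input background was 1.51 tags per position in the control and 1.27 in the knockdown, and the mean ChIP pileup before scaling was 2.50 and 2.26 tags, so the control ChIP and control input were the deeper libraries. The ChIP library held 1.66 times the tags of its input in the control and 1.77 times in the knockdown. Absolute tag numbers need the genome size that the authors set, and were not computed.

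The gene table used here lists RefSeq genes of the GRCm38.p6 assembly with their extents but no strand, transcripts or exons. The build of the lists was settled from the positions: entries lay past the end of 10 of 20 chromosomes of the NCBI37 assembly and of 5 chromosomes of GRCm39, but of 0 chromosomes of GRCm38. Positions are therefore read as GRCm38, as an inference. None of the gene coordinates are printed. Because transcript starts were not given, the promoter windows that had been planned before the data were examined were replaced by windows of 2 kb either side of both ends of each of 21631 protein-coding genes on the 20 chromosomes, called gene ends below, and exons, introns and untranslated regions were not told apart. The ChIP-qPCR amplicons of the study were not located, as no genome sequence was used here.

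Overlapping entries were to be merged into regions, but no entries of a list overlapped, so each region is 1 entry. Regions were called shared where they overlapped by at least 1 bp (bedtools 2.31.1). Chance overlap was estimated from 1000 random placements of the control regions within the span of their chromosomes and from 200 copies of the control list moved by 10 kb to 1 Mb either way in steps of 10 kb, which keep the regional density. Chance overlap with gene ends was estimated from 102 copies moved by 0.5 to 1 Mb. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only; tags are PCR products without molecular identifiers. With 1 ChIP library per group, no test between the control and knockdown cells was possible, and no p-value across genes or regions was computed. Fold enrichments and p-values themselves were used to describe, rank or filter regions within a list and to recover the pileups, backgrounds and depths. The recovered values were compared between the lists.

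An osteogenic list of 20 genes, 6 of them named in the text of the study, and a senescence list of 12 genes were fixed before the data were examined; all 32 symbols matched the table. The names behind 1 count of listed genes with gene bodies are not reported here. Their counts were set beside 10000 random lists of protein-coding genes of the same size, matched in 10 classes of gene length. The genes named below follow a rule fixed at the same time: the target Nap1l2, the genes Runx2, Sp7 and Bglap, every listed gene with a region at a gene end, the 5 regions with the highest −log10 p in each list, and the 5 with the highest −log10 p among regions at a gene end that were not shared. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The recovery of pileups was tested on simulated lists with known answers (100% of 10395 simulated control entries and 100% of 18438 simulated knockdown entries recovered), as were the overlap count (200 of 200 planted shared regions) and the gene-end count (200 of 200 planted regions).

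The alternatives planned before the data were examined were entries without merging, a −log10 p of at least 5, a −log10 q of at least 1.3, a fold enrichment of at least 4, equal numbers of entries per list, autosomes and X only, other definitions of overlap, windows of 1 kb and 5 kb, summits in place of whole regions, and gene bodies. A summit pileup of at least 12 tags and regions at the genome-wide background only were added after the data were seen.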

Results

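To examine how depletion of NAP1L2, a histone chaperone, altered H3K14 acetylation along the genome, H3K14ac ChIP-seq was performed in C3H10T1/2 cells carrying a non-target control and in cells with Nap1l2 knockdown, with 1 ChIP library and 1 input library per group. There were no biological replicates, and therefore none of the differences below could be set against a spread between replicates. The mean ChIP pileup recovered from the deposited values was 2.50 tags per position in the control and 2.26 tags in the knockdown, and the input background was 1.51 and 1.27 tags, respectively.

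The control list held 10395 regions and the knockdown list 18438 regions, a ratio of 1.77. The regions covered 2331 kb in the control and 4271 kb in the knockdown, with a median width of 200 bp (range 165 to 830 bp) and 206 bp (range 165 to 860 bp), respectively. Positions are given on the GRCm38 assembly, which was inferred from the lists. The number of regions depended most on the q-value: only 112 control regions (1.08%, 95% interval 0.888 to 1.295%) and 370 knockdown regions (2.01%, 95% interval 1.81 to 2.22%) had a −log10 q of at least 1.3, which corresponds to a q-value of 0.05, and the ratio between the lists was then 3.30. The −log10 q was listed as 0 for 70.2% of the control regions and 67.1% of the knockdown regions. The authors' fold enrichment over input had a median of 3.28 in the control list (range 1.56 to 7.56) and 3.17 in the knockdown list (range 1.89 to 8.38). The p-values took 424 distinct levels in the control list and 433 in the knockdown list. They were concentrated, since the 5 most common levels accounted for 53.2% of the control entries and 65.6% of the knockdown entries.

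These levels reflected small numbers of tags. The median summit pileup was 13 tags in the control and 12 tags in the knockdown. At the genome-wide background, the lowest pileup that entered the list was 9 tags in the control, with a −log10 p of 2.34, and 8 tags in the knockdown, with a −log10 p of 2.01, so that the same p-value limit was met at a lower pileup in the knockdown library. When only regions with at least 12 tags at the summit were counted, 7678 remained in the control and 10819 in the knockdown, and the ratio was 1.41. For at least 16 tags the numbers were 1574 and 2307, a ratio of 1.47 (95% interval 1.374 to 1.56). For at least 20 tags the numbers were 217 and 525, a ratio of 2.42 (95% interval 2.06 to 2.85, counting error only).

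**Figure D1:**
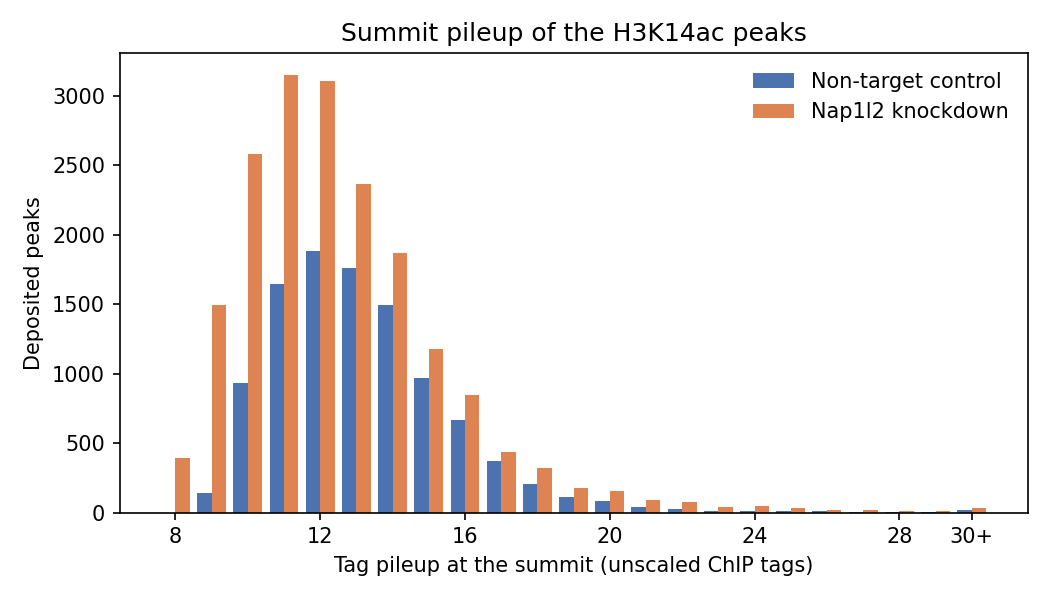
Number of deposited H3K14ac peaks (y axis) by the recovered number of ChIP tags at the summit (x axis, unscaled tags; the last bar holds 30 or more) in the non-target control and the Nap1l2 knockdown library. The knockdown list starts at 8 tags and the control list at 9 tags, and the knockdown bars are the higher ones at every pileup shown.

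The distribution of regions over the chromosomes was next compared. In both lists, chromosome 15 was the densest, with 14.6 regions per Mb in the control and 16.9 in the knockdown, and it alone held 14.1% of the control regions and 9.23% of the knockdown regions. Chromosome 3 had the fewest regions per Mb in the control (0.956), and chromosome X had the fewest in the knockdown (2.88). Across the 20 chromosomes, which are not independent replicates, the densities of both lists had a Pearson r of 0.966 and a Spearman rho of 0.955. The ratio of knockdown to control regions was not uniform, since it was 3.08 on chromosome 3 and 1.16 on chromosome 15. It was graded over the 20 chromosomes, being lower where the control density was higher (Pearson r −0.844, Spearman rho −0.937). The control count enters both measures, so part of this relation is built in. The local input background exceeded the genome-wide level at 77.7% of the control regions on chromosome 15 (95% interval 75.4 to 79.8%) compared with 45.7% on the other chromosomes (44.7 to 46.7%), and at 62.0% (59.7 to 64.4%) compared with 29.98% (29.3 to 30.7%) in the knockdown.

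**Figure D2:**
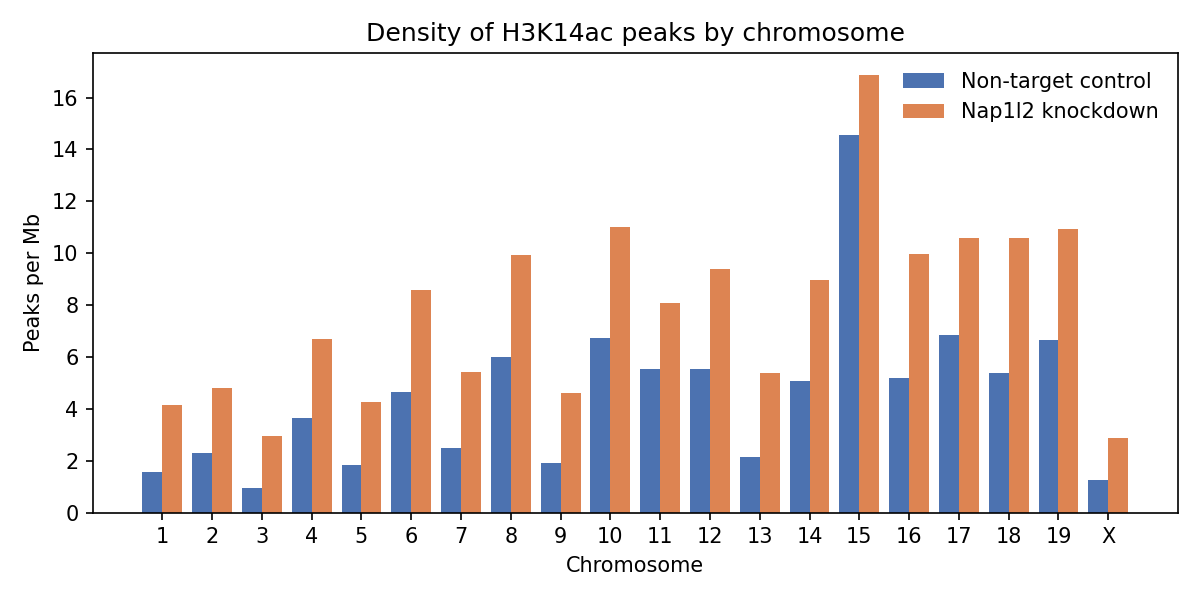
Density of H3K14ac peaks (y axis, peaks per Mb of the span between the first and last peak) on each chromosome (x axis) in the non-target control and the Nap1l2 knockdown list. Chromosome 15 stands highest in both, at 14.6 peaks per Mb in the control and 16.9 in the knockdown.

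To determine whether the same loci were acetylated with and without NAP1L2, the positions of the regions were compared. Only 226 regions were shared, which was 2.17% of the control regions (95% interval 1.90 to 2.47%) and 1.23% of the knockdown regions (1.07 to 1.40%). Random placement within chromosomes gave 45.3 ± 6.55 shared regions (SD over 1000 placements, at most 67), and control lists moved by 10 kb to 1 Mb gave 56.8 ± 8.35 (SD over 200 moves, at most 84). The observed number was thus 3.98 times the mean of the moved lists and exceeded all of them. The share was largest when regions within 1 kb of each other were counted, at 5.70% of the control regions and 3.23% of the knockdown regions. Among regions with a −log10 p of at least 3, 98 of 7937 control regions were shared, against a mean of 27.9 for the moved lists, and for at least 4 the number was 31 of 3123, against 5.62. Above these limits the numbers were too small to compare, with 2 of 1473 control regions against a mean of 1.14 for a −log10 p of at least 5, and 1 of 380 against 0.14 for at least 6.

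The position of the regions relative to genes was then assessed, since the study examined H3K14ac on promoters. In the control, 608 regions (5.85%, 95% interval 5.41 to 6.32%) lay within 2 kb of an end of a protein-coding gene, and in the knockdown 949 regions (5.15%, 4.83 to 5.48%). The order of the shares was the opposite for a fold enrichment of at least 4, with 5.08% in the control and 5.24% in the knockdown. Control lists moved by 0.5 to 1 Mb had 779 ± 29.0 regions there (SD over 102 moves, range 697 to 866), and moved knockdown lists 1223 ± 31.9 (range 1155 to 1293). The observed numbers were 0.781 and 0.776 of the moved means and lay below every moved list. Moves this long do not keep the local density of genes. Of the control summits, 2.68% lay within 1 kb of a gene end as deposited. After moves of 10 kb this was 2.98% and 3.10%, and after moves of 0.5 and 1 Mb 3.69 to 3.91%. In the knockdown the shares were 2.38%, then 2.90% and 2.68%, then 3.18 to 3.55%. Part of the shortfall thus extended beyond the gene ends themselves. A window of 5 kb moved the shares most, to 13.3% in the control and 11.4% in the knockdown. Within gene bodies lay 44.4% of the control regions (95% interval 43.5 to 45.4%) and 41.2% of the knockdown regions (40.5 to 41.9%), against means of 45.8% and 44.7% in the moved lists. At the level of genes, 623 genes (2.88% of 21631) had a region at an end in the control and 970 genes (4.48%) in the knockdown. Of these, 75 genes were in both sets, compared with 27.9 expected by chance from the sizes of the sets alone.

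**Figure D3:**
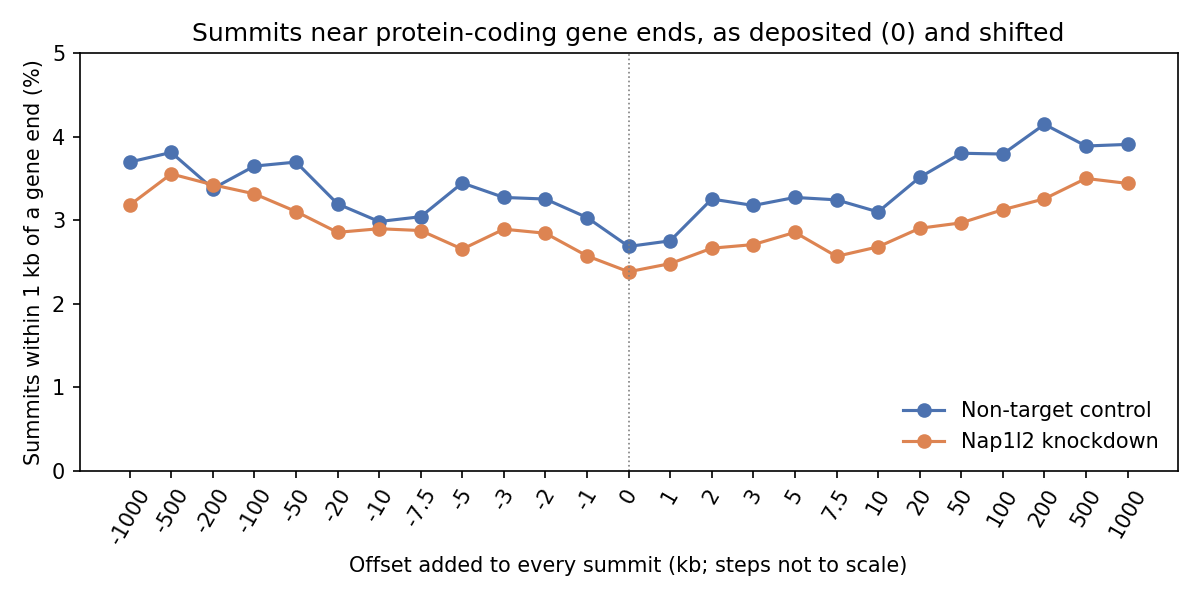
Percentage of summits within 1 kb of an end of a protein-coding gene (y axis) for the lists as deposited (offset 0, dotted line) and after the same offset was added to every summit (x axis, kb, steps not to scale), in the non-target control and the Nap1l2 knockdown list. Both curves are lowest at offset 0, with 2.68% of the control summits and 2.38% of the knockdown summits.

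Regarding the targeted gene itself, neither list had a region in Nap1l2 on chromosome X. The nearest region lay 992 kb away in the control and 46.3 kb away in the knockdown. As an shRNA acts on the transcript, the lists do not show whether the knockdown took place.

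The study linked NAP1L2 to H3K14ac at the promoters of 3 osteogenic genes, Runx2, Sp7, and Bglap. None of the 3 genes had a region within 2 kb of either end in either list. Within Runx2 on chromosome 17, the control list had 3 regions (44515367 to 44515690, 44644594 to 44644891, and 44751520 to 44751751), with 11, 10, and 14 tags at the summit and a −log10 p of 3.02, 3.02, and 2.42. The knockdown list had 2 regions in Runx2 (44510592 to 44510815 and 44710577 to 44711047), each with 14 tags and a −log10 p of 4.25, and their −log10 q was 0.071. Over all regions, inside the gene or outside it, the one nearest to an end of Runx2 lay 14.5 kb from it in the control and 14.6 kb in the knockdown, and no region in Runx2 was shared. For Sp7 on chromosome 15, the nearest region lay 6.40 kb from the gene in the control (102373437 to 102373724, 11 tags) and 44.8 kb in the knockdown (102411826 to 102411990, 14 tags). For Bglap on chromosome 3, the nearest region lay 568 kb away in the control and 24.996 kb away in the knockdown (88409463 to 88409710, 16 tags, −log10 p of 6.01, −log10 q of 0.981). These distances can be read against the mean spacing of regions, which was 68.7 kb on chromosome 15 and 1046 kb on chromosome 3 in the control, and 59.3 kb and 340 kb in the knockdown. Bglap has close neighbouring copies, Bglap2 and Bglap3, and how the authors treated tags that match several copies is not stated. The lists hold regions past a limit only, so a change in signal below that limit at the promoters of the study was not detectable from them.

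Of the 20 genes in the osteogenic list, 0 had a region at a gene end in the control and 1 in the knockdown. That gene was Sost on chromosome 11, whose region (101964410 to 101964574) had 12 tags at the summit, a −log10 p of 3.44, and a −log10 q of 0. The region lay inside the gene, 1.95 kb from an end and so at the edge of the 2 kb window. Whether that end is the start of Sost was not known, as strand was not given. Random lists of the same size and gene lengths held on average 0.627 such genes in the control and 0.949 in the knockdown, and 62.2% of them held at least 1 in the knockdown. With whole gene bodies and 2 kb either side, the osteogenic list held 2 genes in the control (Runx2 and Alpl), against 2.86 in random lists. Of the 12 genes in the senescence list, 0 had a region at a gene end in either list, against 0.401 and 0.577 in random lists, and only Bcl2, in the knockdown, had a region in its body. At these depths, neither gene list stood apart from random lists in either library.

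Finally, the strongest regions were examined. The 5 control regions with the highest −log10 p were at 20822541 to 20822732 and 20835379 to 20835568 on chromosome 8, with a −log10 p of 25.2 and 20.6 and Defb33 as the nearest gene at 69.9 and 57.1 kb, at 58239448 to 58239612 on chromosome 10 (17.3, Gm4981 at 2.79 kb), at 52929224 to 52929431 on chromosome 12 (15.3, within Akap6), and at 61564147 to 61564367 on chromosome 4 (14.5, Mup-ps12 at 25.7 kb). Their input background was between 2.00 and 10.0 tags, compared with a genome-wide 1.51. The 5 strongest knockdown regions were at 61261710 to 61262175 on chromosome 18 (−log10 p of 15.6, within Pde6a), at 64477886 to 64478052 on chromosome 7 (15.3, Apba2 at 23.5 kb), at 12722985 to 12723412 and 20287288 to 20287476 on chromosome 8 (14.5 and 12.9, Atp11a at 33.6 kb and Gm15319 at 50.2 kb), and at 84110543 to 84111021 on chromosome 15 (12.6, Pnpla5 at 1.60 kb). Only the last of these 10 regions was shared between the lists. Among regions at a gene end that were not shared, those with the highest −log10 p were near Mndal, Tcp10c, Klrb1a, Ly6c1, and Gm6569 in the control (11.1 to 7.66) and near Gm4340, Elovl3, Ofcc1, LOC100504180, and Ly6k in the knockdown (9.14 to 7.11). None of these 10 genes was on the osteogenic or the senescence list.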

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

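All settings in this part were planned before the data were examined apart from 2. These were a summit pileup of at least 12 tags and regions at the genome-wide background only, which were chosen after the data were seen. No paired analysis was possible because each group has 1 sample, and leaving out a replicate was not possible for the same reason. Leaving entries unmerged and keeping autosomes and X only changed none of the 15 results, since no entries overlapped and the lists hold no other chromosomes. The setting that used the 5-prime end of the gene only was not run, because strand was not given. The knockdown list was longer than the control list under every setting run that did not fix the numbers to be equal.

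With a −log10 p of at least 5, the lists held 1473 and 2087 regions (control and knockdown, in this order throughout), covering 329 and 510 kb, and the ratio fell to 1.42; 0.136% and 0.096% were shared, the gene-end share of control regions was 5.23%, genes with a gene-end region numbered 80 and 115, and the osteogenic list held 0 genes in the knockdown. With a −log10 q of at least 1.3, there were 112 and 370 regions over 27.1 and 103 kb, a ratio of 3.30, 0.893% and 0.270% shared, gene-end shares of 8.93% and 3.51%, 10 and 13 genes, and 0 osteogenic genes in the knockdown. With a fold enrichment of at least 4, there were 1200 and 1926 regions over 266 and 468 kb, a ratio of 1.60, 0.167% and 0.104% shared, a gene-end share of 5.08% in the control, 63 and 111 genes, and 0 osteogenic genes in the knockdown. The counts fell by construction, since fewer entries pass. The ratio did not fall steadily with the −log10 p limit: the lists held 3123 and 5763 regions at 4 or more, and 380 and 960 at 6 or more. The gene-end share was higher in the control list at the p-value and q-value settings, the latter from 10 control and 13 knockdown regions, but it was higher in the knockdown list at the fold setting, with 5.24%. The cause of that difference was not tested.

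With equal numbers of entries, the knockdown list covered 2390 kb and 1.29% of the control regions were shared. A gene-end region was then found for 559 genes in the knockdown and 623 in the control, so that the excess of knockdown genes was reversed. The gene-end share of regions was 5.18% in the knockdown and 5.85% in the control. With at least 12 tags at the summit, the knockdown list held 10819 regions over 2519 kb and 584 genes, and the ratio was 1.41. Regions at the genome-wide background only left 5176 control regions over 1132 kb with 303 genes and 2801 kb in the knockdown, a ratio of 2.39, and shares of 0.753% and 0.315%.

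An overlap of at least 50% of both regions gave shares of 1.07% and 0.602%, and regions within 1 kb gave 5.70% and 3.23%. Windows of 1 kb gave gene-end shares of 3.02% and 2.64%, 318 and 501 genes, and 0 osteogenic genes in the knockdown, and windows of 5 kb gave 13.3% and 11.4%, 1410 and 2162 genes, 1 and 2 osteogenic genes (Bmp4 in the control, Dlx5 and Sost in the knockdown), and 1 senescence gene in the control (Il1b). Summits in the window gave 5.40% in the control. With gene bodies, the osteogenic list held 2 genes in the control (Alpl and Runx2) and 3 genes in the knockdown, and the senescence list 1 gene in the knockdown (Bcl2).

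The depth limits these results: the median summit held 13 tags in the control and 12 in the knockdown, close to the lowest listed pileups of 9 and 8 tags at the genome-wide background, so the lists cannot show that a locus lacks H3K14ac.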

Other observations

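All tests in this part were chosen after the results were seen, although some use the planned limits of a −log10 p of 5 and a −log10 q of 1.3.

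The knockdown list was longer than the control list at every threshold tried. A deeper knockdown library is argued against, since its mean ChIP pileup was 0.903 of that of the control. The p-value limit was met at a lower pileup in the knockdown (8 against 9 tags), which added 396 regions with 8 tags that could not enter the control list. These limits hold at the genome-wide background and rise with the local background. Regions with 20 or more tags were 2.42 times as frequent in the knockdown list. Where the background was low enough for any region of a given pileup to pass the limit in both libraries, the knockdown list held 1.45 times as many regions with 12 or more tags, 1.46 times with 16 or more and 2.59 times with 20 or more (95% interval 2.19 to 3.07, counting error only). This argues against the limit as the whole cause. The ratios for 12 and 16 tags are below the 1.77 of the whole lists, so the limit stays open as a part of the cause. When tags were placed at random at the recovered depths, with both mates of each fragment counted as tags and a mean fragment of 165 bp, the ratio was 1.11, and it was 1.13 and 1.24 for mean fragments of 200 and 250 bp, below the observed 1.77; the fragment lengths were assumed, so this decides nothing. What stays open is a wider spread of coverage in the knockdown library for technical reasons, a difference between library batches, and more H3K14ac in the knockdown cells. The last was not tested here. Outside these lists, the paper reports that the global H3K14ac level rose after NAP1L2 depletion and fell after its overexpression. The file names place the control ChIP library in another series of library numbers than the other 3 libraries, and with 1 library per group such a batch and the knockdown cannot be told apart.

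A candidate explanation for a part of the control list is chance pileup of tags whose mates were both counted, although whether both were counted is not stated. Random placement of tag pairs at the depth of the control library and its input gave 4.41 regions per Mb (mean fragment 165 bp; 4.20 and 3.54 for 200 and 250 bp), with a median summit pileup of 13 tags at 165 bp and 12 tags at both longer lengths, and the control list had 4.05 per Mb with a median of 13 tags. Tags placed singly at the same depth gave 0.0625 per Mb. The same placement gave 4.89 regions per Mb for the knockdown, where 7.18 were listed, with a median of 11 tags against 12 in the list; whether chance pileups account for these cannot be told apart from enrichment, since the simulated profile was assumed to be even along the genome. The same holds for the control, where only the genome-wide mean was close to the simulated rate: the density ranged from 0.956 to 14.6 regions per Mb over the chromosomes and was below the simulated rate on 9 of 20 chromosomes, as it was on 6 of 20 in the knockdown. No region with 20 or more tags arose in the 80 Mb simulated for the knockdown at a mean fragment of 165 bp, and 2 arose for the control. As 80 Mb is a small part of the genome, chance can have added to the 217 control regions and 525 knockdown regions of that kind, and their number expected by chance over the whole genome was not simulated.

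More copies of chromosome 15 in these cells are a candidate explanation for part of its density of regions. In this case the input would be raised there too, and 77.7% of the control regions on chromosome 15 had a local input background above the genome-wide level compared with 45.7% elsewhere, with 62.0% compared with 29.98% in the knockdown. The excess was not focal: 21 of 21 bins of 5 Mb in the control and 20 of 21 in the knockdown held more regions than the median bin of the other chromosomes. The input was seen only where a region was called, and copy number was not measured directly. Tag pairs placed at random at 1.5 times the depth gave 11.9 regions per Mb for the control and 7.89 for the knockdown, where 14.6 and 16.9 were listed on chromosome 15. The placement thus fell short of both densities, by more in the knockdown. Its ratio of knockdown to control regions was 0.665, where 1.16 was listed. These gaps do not judge the copy number, because the placement without extra copies also missed the whole lists. It gave a ratio of 1.11 where 1.77 was listed, and 4.89 knockdown regions per Mb where 7.18 were listed. How much of the density more copies would explain therefore stays open. Sp7 lies on this chromosome, where a region near a gene carries less information than elsewhere.

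The shared regions exceeded the moved lists 3.98 times. They lay more often where the input background was raised: 68.6% of the shared control regions (95% interval 62.1 to 74.6%) lay above the genome-wide background, compared with 49.8% (48.8 to 50.8%) of those not shared. Without chromosome 15 the shares were 65.6% (58.4 to 72.4%) and 45.3% (44.2 to 46.3%). Whether such sequence is repeated was not tested. A raised input background is argued against as the whole cause, because among regions at the genome-wide background in both lists 39 were shared, 2.60 times the mean of the moved lists and more than the highest of them (28). Weak H3K14ac common to both cells and biases of coverage common to both libraries stay open and were not separated.

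The low number of regions at gene ends is unexpected for a histone acetylation mark that the study examined at promoters. The positions argue against a gene table of another build. Entries lay past the end of chromosomes of NCBI37 and GRCm39, but of 0 chromosomes of GRCm38. The numbers at gene ends did not decide it. In both libraries they lay outside the range of 102 moved lists (0.781 of their mean in the control), but a move of 10 kb also lowered the number of summits. Although 0 of 24 offsets gave as few summits as offset 0, the lowest other counts were close. These were 286 against 279 in the control and 457 against 439 in the knockdown. Dilution of true regions by weak entries was not excluded. Entries with a −log10 p of at least 5 were as rare at gene ends as all entries (0.719 of the moved lists in the knockdown and 0.699 in the control). Most of these 1473 control and 2087 knockdown entries were themselves weak, since only 112 and 370 entries of the lists had a −log10 q of at least 1.3. With a −log10 q of at least 1.3 the values were 0.464 in the knockdown and 0.996 in the control, the latter from 10 regions. A raised input background at gene ends, which may arise from the transposase used for the libraries, cannot be told apart from other causes: 53.6% of the control regions at gene ends (95% interval 49.6 to 57.6%) lay above the genome-wide background compared with 50.0% elsewhere, and 33.6% (30.6 to 36.7%) compared with 32.9% in the knockdown, and the test sees only places where a region was called. Among regions at the genome-wide background only, the numbers at gene ends were 0.774 of the moved lists in the control and 0.804 in the knockdown. These values do not decide it either, since a gene end with a raised background cannot hold such a region. GC content was not tested, as no genome sequence was used here.

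The strongest control regions gather in one stretch of chromosome 8. In a window around the 2 strongest control regions, which was chosen after its values were seen, lay 22 control regions, 8 of them among the 20 with the highest −log10 p, and 16 knockdown regions, 1 of them among its 20 highest. The mean input background of these regions was 4.51 tags in the control, compared with 1.78 over all control regions, and 3.03 compared with 1.47 in the knockdown. Only 2 of these regions were shared. No biological explanation was tested.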
